A study of Homo sapiens with 36 samples. Its data were reported in "Hormonal regulation of miRNA during mammary gland development" (2024).

How the data were processed

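Small RNA of T47D cells was made into libraries in 4 hormone experiments of 9 libraries each. Cells were kept for 16 h in stripped serum and then left untreated, given the vehicle or given the hormone, with 3 replicates per group and 12 groups in all. Ethanol at 0.1% served as the vehicle of estradiol and progesterone, HCl at 4 mM as that of prolactin, and water as that of oxytocin. Groups and replicate numbers were taken from the sample labels.

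The authors checked reads with FastQC 0.11.8, trimmed them with Cutadapt, measured miRNAs with miRDeep and COMPSRA on hg38, and normalised and tested each hormone experiment with DESeq2. The deposited values are normalised log2 levels per miRNA and precursor, from which the authors had removed a batch effect with limma. They have the form of a regularised log, which is not stated, and under such a transform the changes of miRNAs with few reads are pulled towards 0. The values used here are not counts, so library sizes are unknown. In all 4 files the means of the 3 replicate numbers were equal within a tolerance of 0.01 log2 units, so the batch removed was the replicate number. Such a removal forces libraries of 1 replicate number to deviate oppositely, which makes a test of whether they deviate together void. The pairing used here comes from this removal alone.

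Each file holds 3017 entries for 2656 mature names. Where several precursors gave the same mature miRNA, the entry with the highest mean was used. miRNAs with a mean of at least 10 normalised counts, computed as the power of 2 of the mean log2 value, were tested. Treated and vehicle groups were compared with limma 3.58.1 in R 4.3.3, with a mean-variance trend, all 9 libraries of the experiment in the fit and the replicate number as a block, which gives back the degrees of freedom that the removal had used. Tests were two-sided, with Benjamini-Hochberg adjustment within each experiment and a threshold of 0.05. Vehicle and untreated groups were compared in the same fit. DESeq2 was not rerun because it needs counts.

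The method was tested on simulated data made from each experiment's means and spread, with 20 miRNAs changed at each of 3 sizes. At a log2 change of 0.5 the share recovered was 93.5% for estradiol, 64.3% for progesterone, 6.75% for prolactin and 94.3% for oxytocin. At a log2 change of 1 it was 100%, 90%, 64.3% and 99%. The share of false calls was 3.81%, 4.56%, 2.40% and 4.07% with the block, and 15.4%, 19.3%, 19.8% and 17.1% without it. The simulated noise was independent between miRNAs and spread evenly over the libraries. In the data 1 untreated library carried 84.5% of the residual sum of squares for prolactin and 59.9% for oxytocin, and miRNAs can vary together. These shares hold for the simulated setting only.

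Before the data were examined, 30 lists of miRNAs were fixed: families and clusters, hormone-responsive miRNAs from the literature, markers of other cell types, and miRNAs named by the study. The study's report was known by then, so lists holding miRNAs it reported as changed are not independent of these samples. Lists with at least 3 tested members were tested with camera, with a preset correlation of 0.01 and again with an estimated correlation. The miRNAs named in the text were chosen by a rule fixed at the same time. Per hormone it takes, of the miRNAs past the threshold, the 6 that rose and the 6 that fell with the smallest p and a mean of at least 100, or all that passed where fewer did, topped up to 3 per direction with the smallest unadjusted p. It also takes members of the fixed lists, the miRNAs named by the study, the 5 with the highest mean, up to 3 per direction for a vehicle comparison, and the values of a named miRNA for other hormones. Outside this rule, miR-101-3p, miR-296-3p and miR-378c were chosen after their values were seen.

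Hairpins were placed on GRCh38 with GENCODE 29, which gave a position for 98.2% to 98.6% of the miRNAs tested. For names ending in 5p or 3p the GC content was that of that side of the hairpin, loop bases included, from the reference sequence. For names without an arm, such as miR-429, miR-449a, miR-184 and miR-320b to miR-320e, it was that of the whole hairpin. The mature sequence alone was not used, so all GC trends and corrections refer to this mixed measure. Shared miRNAs between hormones were compared with Fisher's exact test, and correlations across hairpins with 100000 permutations, in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. The alternatives were a fit without the block, the 6 treated and vehicle libraries alone, no minimum level or a mean of at least 100, quantile normalisation, no variance trend, the untreated or pooled reference, an unadjusted threshold, and each library left out in turn. For the hormone comparisons, leaving out untreated libraries, correcting each library for GC content, the 6-library fit without the block and the list tests in 6 libraries were added after the data were seen, whereas leaving out untreated libraries was planned for the vehicle comparisons.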

Results

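Small RNA libraries were sequenced from T47D cells, a human breast cancer line of luminal type that expresses receptors for oestrogen, progesterone and prolactin. There were 4 separate experiments, with estradiol, progesterone, prolactin or oxytocin, and 9 libraries in each: 3 untreated, 3 given the vehicle and 3 given the hormone, 36 in all. Estradiol was given at 10 nM for 24 h, progesterone at 10 nM for 6 h, prolactin at 8.7 nM for 8 h and oxytocin at 100 nM for 24 h. The deposited values are normalised log2 levels without read counts, so the depth of each library is unknown and no interval based on counts is given. A change is the hormone mean minus the vehicle mean in log2 units, with its standard error (SE) and n = 3 per group. The labels do not say that replicates were separate cultures, so each p measures the spread between these libraries.

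The most abundant miRNA was miR-26a-5p in every experiment, with 11.6% to 13.9% of the summed back-transformed levels. It was followed by let-7a-5p, miR-148a-3p and miR-21-5p, each among the 4 highest in all 4 experiments. miR-148a-3p, a miRNA abundant in milk, ranged from 8.42% in the progesterone libraries to 10.6% in the prolactin libraries. A mean of at least 10 normalised counts was reached by 449 mature miRNAs in the estradiol experiment, 399 in the progesterone experiment, 365 in the prolactin experiment and 426 in the oxytocin experiment. Those were the miRNAs tested. A mean of at least 500 was reached by 129, 109, 98 and 115 miRNAs in the same order.

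Luminal epithelial markers, which include miR-200c-3p, miR-141-3p and miR-375-3p, had a mean log2 level between 13.20 in the prolactin libraries and 14.39 in the estradiol libraries. Not all were abundant: miR-141-3p stood at 6.57 in the prolactin and 6.99 in the oxytocin libraries. Of 11 mesenchymal and myoepithelial markers, 7 passed the minimum level in the estradiol libraries, with a mean of 6.03, and 3 in the prolactin libraries, with a mean of 7.41. Of these miR-205-5p was abundant, at 13.98 and 12.97, and the others lay far lower. Of the blood cell markers, 1 passed the minimum level, miR-486-5p, at a mean of 99.5 normalised counts in the estradiol libraries and 95.4 in the oxytocin libraries. The imprinted DLK1-DIO3 cluster and the placental C19MC cluster had 0 members above the minimum in all 4 experiments.

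The estradiol comparison asked which miRNAs respond to an oestrogen through 24 h of exposure. miR-92a-1-5p rose 1.54-fold, a log2 change of 0.62 ± 0.098 (SE, n = 3 per group), in 3 of 3 pairs with an adjusted p of 0.000369. It is the lesser-used arm of the last hairpin of the MYC-driven miR-17/92 transcript, and on GRCh38 its hairpin lies on chromosome 13 from 91351314 to 91351391, in an annotated exon of MIR17HG. miR-374b-5p fell by 0.37 ± 0.084 on the log2 scale, in 3 of 3 pairs with an adjusted p of 0.0324, but did not pass in the 6 treated and vehicle libraries alone (adjusted p 0.161) or against untreated cells, at -0.33 (adjusted p 0.0824). Its hairpin lies on the X chromosome from 74218547 to 74218618, in an intron of the noncoding gene FTX. The next miRNAs by p did not pass: miR-27a-5p differed by 0.41 ± 0.101 (adjusted p 0.0553), miR-365a-5p by 0.35 ± 0.095, miR-125b-5p by -0.30 ± 0.085 and miR-23b-3p by -0.29 ± 0.083, the last 3 at an adjusted p of 0.11.

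Of 24 lists tested by camera, 1 was called higher and 3 were called lower after estradiol. The miR-17/92 and paralogue clusters, which promote cell cycle entry, had 13 of 15 members with a positive change, among them miR-92a-3p at 0.19 ± 0.079, miR-25-3p at 0.14 ± 0.073 and miR-17-5p at 0.10 ± 0.089. The list was called higher with a median of 0.10 at an adjusted p of 0.0213, and at adjusted p = 0.527 with an estimated correlation, and the median was 0.058 under quantile normalisation. The miR-30 family was called lower at an adjusted p of 0.0208, with all 7 members negative, among them miR-30b-5p at -0.31 ± 0.090 and miR-30c-5p at -0.20 ± 0.078 (adjusted p = 0.527 with an estimated correlation). The miR-181 family was called lower at an adjusted p of 0.0213, with all 4 members negative, among them miR-181a-5p at -0.14 ± 0.080 and miR-181b-5p at -0.19 ± 0.079 (adjusted p = 0.527 with an estimated correlation). The miR-125 and miR-99/100 family was called lower at an adjusted p of 0.0213, with all 5 members negative, among them miR-125b-5p and miR-99a-5p at -0.16 ± 0.077 (adjusted p = 0.527 with an estimated correlation). In each of the 4 lists the replicate 1 pair had the largest median, and in the replicate 3 pair 4 of 7 members of the miR-30 family were positive. Over all miRNAs tested, 0 members of these 4 lists passed limma's test, against 2 of the 449 miRNAs of any kind. At an unadjusted p under 0.05 there were 45 miRNAs of any kind. Adjusted over the list alone, 2 members of the miR-30 family and 1 of the miR-125 and miR-99/100 family fell.

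The miRNAs that the study singled out for estradiol had small changes, each with the same sign in 3 of 3 pairs. miR-378a-3p differed by 0.20 ± 0.080, miR-342-3p by -0.23 ± 0.085 and miR-205-5p by -0.20 ± 0.075. Of these 6 miRNAs, 0 passed the limma test over all miRNAs tested, and adjusted over the list alone 2 rose and 3 fell, which is not independent evidence because the list was chosen on these samples. In total 449 miRNAs were tested by limma, 1 rose and 1 fell, and 45 had an unadjusted p under 0.05, 21 of them positive. The median SE was 0.082, which gives a 95% interval of about 0.17 to each side. Leaving out vehicle replicate 1 left 0 calls and leaving out treated replicate 1 or untreated replicate 2 left 1, whereas leaving out vehicle replicate 2 gave 8, vehicle replicate 3 gave 6, treated replicate 2 or 3 gave 5 and untreated replicate 3 gave 4. Quantile normalisation left 0 calls. miR-1291 was the 1 miRNA that differed between the 0.1% ethanol vehicle and untreated cells, where it fell by 0.67 ± 0.147 with an adjusted p of 0.0400, in 2 of 3 pairs, and 7 miRNAs had an unadjusted p under 0.05.

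The progesterone comparison asked which miRNAs respond within 6 h. No miRNA passed the test, and the values below are those with the smallest p. miR-27a-5p, from the miR-23a/27a/24-2 cluster, differed by 0.54 ± 0.156 (SE, n = 3 per group) in 3 of 3 pairs. miR-21-5p, an abundant miRNA, differed by 0.39 ± 0.153 in 2 of 3 pairs. miR-23a-5p, at a mean of 11.3 normalised counts, differed by 0.29 ± 0.131. On the negative side, miR-6855-3p differed by -0.29 ± 0.111, miR-6516-5p by -0.25 ± 0.118 and miR-105-5p by -0.29 ± 0.137. All 6 had an adjusted p of 0.999.

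Of the 23 lists tested after progesterone, 0 were called by camera, against 3 at an unadjusted p under 0.05. The progestin-responsive miRNAs from the literature, which include the miR-29 family, had 2 of 7 members with a positive change and an adjusted p of 0.346. The let-7 family had 9 of 9 members with a positive change and a median of 0.08, at an adjusted p of 0.253. In limma, 0 of 399 miRNAs passed and 5 had an unadjusted p under 0.05, 4 of them positive. The median SE was 0.125 and the 95% interval reached about 0.27 to each side. Without treated replicate 1 the count was 2 and without untreated replicate 3 it was 1. Between vehicle and untreated cells 0 miRNAs passed limma's test and 35 had an unadjusted p under 0.05.

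The prolactin comparison asked which miRNAs respond to this lactogenic hormone within 8 h. The let-7 family, whose members repress growth-promoting genes such as RAS and HMGA2, had a positive change in 9 of 9 members with a median of 0.28. let-7b-5p differed by 0.53 ± 0.191 (SE, n = 3 per group), let-7d-5p by 0.47 ± 0.315, let-7a-5p by 0.41 ± 0.200 and let-7e-5p by 0.39 ± 0.220, and no single member passed. The replicate 1 pair had the largest median, 0.68 with 9 of 9 members positive, against -0.01 with 4 of 9 in the replicate 2 pair and 0.21 with 9 of 9 in the replicate 3 pair, and let-7a-5p was positive in 2 of 3 pairs. The family was the 1 list of 23 called by camera, at an adjusted p of 0.00304, and adjusted p = 0.956 with an estimated correlation. The study had singled out its member let-7d-5p for prolactin on these samples, so the call is not wholly independent evidence. The vehicle libraries lay below the untreated ones for the same family, with a median difference of -0.38 and 2 of 9 members positive, and the median between prolactin and untreated cells was 0.0042. The untreated mean includes untreated replicate 1, which carried 84.5% of the residual sum of squares. In it let-7d-5p stood at 1.30 and let-7i-5p at -0.72 log2 units from the level fitted from the other libraries. These 2 comparisons with untreated cells therefore rest in part on that library. Adjusted over the list alone, 0 let-7 members passed limma's test. Adjusted over all miRNAs, 0 of the 365 of any kind passed, and 10 had an unadjusted p under 0.05. Members of let-7 differ by few bases, so reads counted for one can come from another.

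Single miRNAs after prolactin had wide errors, and none passed. miR-184 differed by 0.51 ± 0.139, miR-574-5p by 0.60 ± 0.181 and miR-92b-3p by 0.54 ± 0.164. miR-30b-5p differed by -0.79 ± 0.345, miR-193b-3p by -0.60 ± 0.239 and miR-181d-5p by -0.54 ± 0.262. All 6 had the same sign in 3 of 3 pairs and an adjusted p of 0.996. miR-574-5p, miR-92b-3p and miR-193b-3p had the opposite sign against untreated cells, at -0.019, -0.12 and 0.080. That reference includes untreated replicate 1, which stands apart from the other libraries as given below. Of the miRNAs that the study singled out for prolactin, miR-16-5p differed by -0.14 ± 0.203, miR-125b-5p by -0.08 ± 0.177 and miR-148a-3p by 0.13 ± 0.161. Of those 4, let-7d-5p included, 0 passed over all miRNAs or adjusted over the list alone, and miR-135b-5p lay below the minimum level and was not tested.

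In limma, 0 of 365 miRNAs passed after prolactin and 10 had an unadjusted p under 0.05, 9 of them positive. The median SE was 0.226 and the 95% interval reached about 0.53 to each side, the widest of the 4 experiments. Untreated replicate 1 carried 84.5% of the residual sum of squares, against 25% for an even spread. In it the miR-320 family stood far above the level fitted from the other libraries, by 5.70 log2 units for miR-320a-3p and 5.58 for miR-320b. miR-210-3p, induced by hypoxia, stood 3.76 above. Without that library 0 miRNAs passed and 45 had an unadjusted p under 0.05, with a median SE of 0.137 and an interval of about 0.31 to each side. Between vehicle and untreated cells 0 passed and 27 had an unadjusted p under 0.05.

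**Figure D1:**
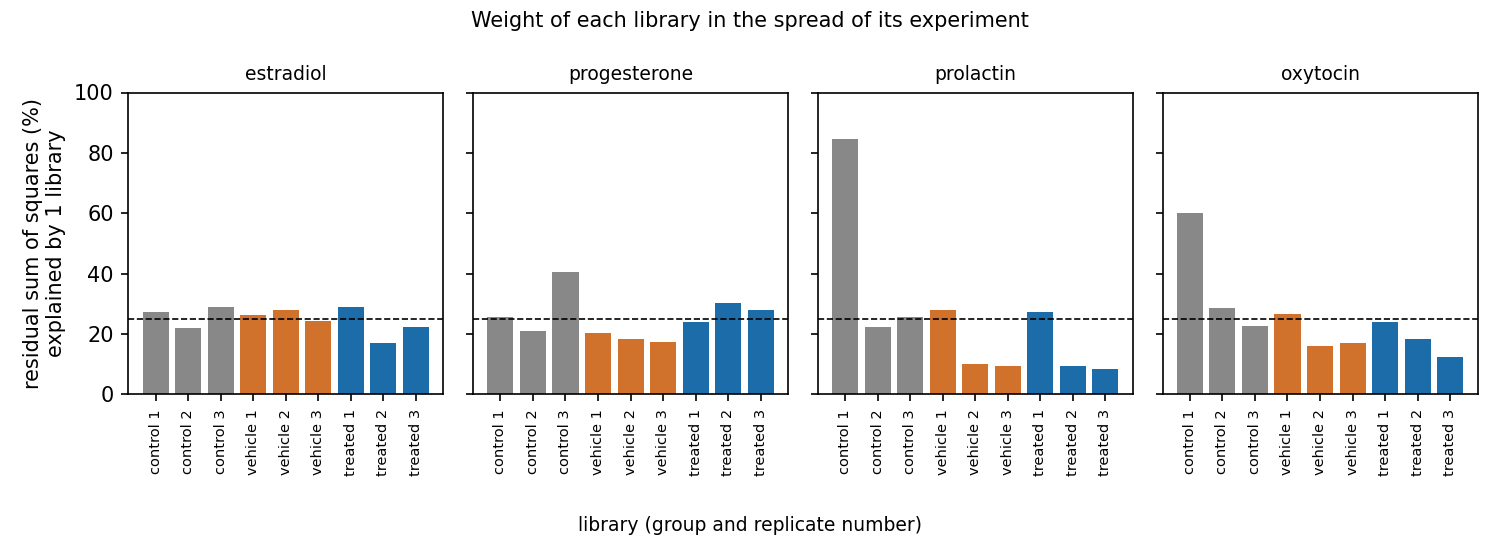
Share of the residual sum of squares, in percent, explained by each library after its group and replicate number were fitted, for the 9 libraries of each experiment, with grey bars for untreated, orange for vehicle and blue for hormone-treated libraries and a dashed line at the 25% of an even spread (shares of single libraries overlap, so they do not add up to 100%). Untreated replicate 1 of the prolactin experiment stands at 84.5% and that of the oxytocin experiment at 59.9%.

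The oxytocin comparison asked which miRNAs respond to 24 h of a hormone whose known role in the breast is milk ejection. miR-429 and miR-141-3p, members of the miR-200 family that keep cells epithelial by repressing ZEB1 and ZEB2, rose 1.29-fold and 1.28-fold, by 0.37 ± 0.067 and 0.36 ± 0.078 (SE, n = 3 per group). miR-135a-5p rose by 0.47 ± 0.086, miR-449a, which shares its seed with miR-34 and represses cell cycle genes, by 0.42 ± 0.089, and miR-190b-5p by 0.41 ± 0.084. miR-96-5p rose by 0.37 ± 0.081, miR-148b-3p by 0.32 ± 0.073 and the abundant miR-21-5p by 0.27 ± 0.062. miR-197-3p fell by 0.36 ± 0.071, miR-99b-5p, which represses mTOR, fell by 0.26 ± 0.058 and miR-423-5p fell by 0.26 ± 0.058. The adjusted p lay between 0.0172 for miR-429 and 0.0250 for miR-148b-3p, and all 11 had the same sign in 3 of 3 pairs. They were chosen by a test on the same pairs, so that agreement is not separate support. Against untreated cells all 11 kept the sign, but most changes were smaller, at 0.09 for miR-96-5p, 0.13 for miR-21-5p, 0.19 for miR-148b-3p, 0.22 for miR-449a, 0.25 for miR-135a-5p, 0.26 for miR-429 and miR-141-3p, and -0.17 for miR-197-3p. The untreated mean includes untreated replicate 1, which carried 59.9% of the residual sum of squares. All comparisons with untreated cells in this experiment therefore rest in part on that library.

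**Figure D2:**
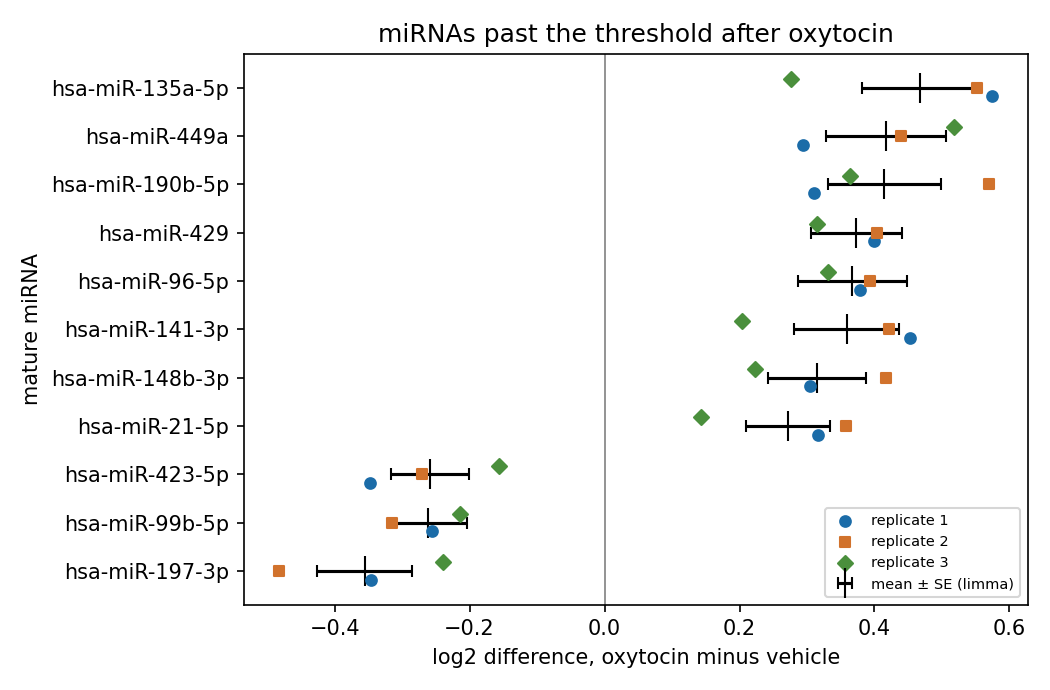
Log2 difference between oxytocin and vehicle for the 11 miRNAs past the threshold, with a circle, square or diamond for the pair of libraries of replicate 1, 2 or 3 and a black bar for the mean with its SE. All points of the 8 miRNAs that rose lie above 0 and all points of the 3 that fell lie below 0. The 11 were chosen by a test on these same pairs, so this is not separate support.

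On GRCh38 the hairpin of miR-429 lies on chromosome 1 from 1169005 to 1169087, outside other annotated genes. That of miR-141 lies on chromosome 12 from 6964097 to 6964191, in an intron of MIR200CHG. The hairpin of miR-449a lies on chromosome 5 from 55170532 to 55170622, in an intron of CDC20B, and that of miR-190b on chromosome 1 from 154193665 to 154193743, in an intron of TPM3. The miR-21 hairpin lies on chromosome 17 from 59841266 to 59841337 and overlaps an annotated exon of VMP1. That of miR-99b lies on chromosome 19 from 51692612 to 51692681, in an intron of SPACA6. Mature miR-135a-5p is made from hairpins on chromosomes 3 and 12, and the values do not say which was used.

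Of 23 lists tested after oxytocin, 2 were called higher and 1 was called lower. The called families hold miRNAs that the study reported as changed by oxytocin in these samples. Their calls, and counts adjusted over the list alone, are therefore not independent evidence. The miR-200 family was called higher, with 6 of 8 members positive and a median of 0.19, at an adjusted p of 0.0248 and adjusted p = 0.375 with an estimated correlation. Against untreated cells its median was 0.041 with 5 of 8 members positive. Besides miR-429 and miR-141-3p, miR-200a-3p differed by 0.32 ± 0.086 (adjusted p 0.0724), whereas the more abundant miR-200c-3p stood at -0.10 ± 0.070 and miR-200b-3p at 0.04 ± 0.055. In this family 2 members rose over all miRNAs tested and 5 adjusted over the list alone. The family of miR-148 and miR-152 was called higher with 4 of 4 members positive, among them miR-148a-3p at 0.18 ± 0.057, at an adjusted p of 0.0255 and adjusted p = 0.375 with an estimated correlation, and under quantile normalisation 3 of 4 were positive because the level of miR-148a-3p is fixed by its rank there. In it 1 member rose over all miRNAs and 2 adjusted over the list alone.

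The miR-320 family, whose member miR-320a is made without Drosha, was called lower with all 5 members negative at an adjusted p of 0.0248 (adjusted p = 0.375 with an estimated correlation). miR-320a-3p differed by -0.28 ± 0.082 and miR-320b by -0.26 ± 0.090. By limma 0 members passed over all miRNAs, against 11 of the 426 miRNAs of any kind, and 4 fell adjusted over the list alone. At an unadjusted p under 0.05 there were 83 miRNAs of any kind. Against untreated cells 2 of the 5 were positive with a median of -0.05, and the vehicle libraries lay above the untreated ones by a median of 0.12. The family's members are nearly identical in sequence, so counts for miR-320b to miR-320e are uncertain. Changes after oxytocin were lower at a higher GC content, with a Spearman rho of -0.36 across 420 miRNAs, which are not independent replicates. This content was that of the hairpin side, or of the whole hairpin for names without an arm, such as miR-429 and miR-320b to miR-320e. After a linear correction for it, the median was 0.22 for the miR-200 family, 0.17 for miR-148 and miR-152 and -0.26 for miR-320, against 0.19, 0.19 and -0.22 before, and 8 of the 11 miRNAs passed.

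The miRNAs that the study singled out for oxytocin had the same sign in 3 of 3 pairs in each case, with miR-29b-3p at 0.27 ± 0.080, miR-32-5p at 0.28 ± 0.090, miR-27a-3p at 0.25 ± 0.081 and miR-92a-3p at -0.23 ± 0.076. miR-26a-5p, the most abundant miRNA, stood at 0.09 ± 0.045, and miR-148a-3p was at -0.02 against untreated cells. Of these 14 miRNAs 1 passed over all miRNAs tested, and adjusted over the list alone 7 rose and 5 fell, which is not independent evidence because the list was chosen on these samples. In total 426 miRNAs were tested by limma, 8 rose and 3 fell, and 83 had an unadjusted p under 0.05, 41 of them positive. The median SE was 0.072 and the 95% interval reached about 0.15 to each side. In the 6 treated and vehicle libraries alone, 43 rose and 57 fell, all 11 above among them, and 96 of those 100 had the same sign in 3 of 3 pairs. The 100 were also chosen on those pairs. The 6-library fit had 2 residual degrees of freedom per miRNA and a total of 852 after moderation, so that all miRNAs took their variance from 1 shared trend, against a total of 14.3 in the main fit, and the counts of 100 and 11 are not like for like.

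Untreated replicate 1 of the oxytocin experiment carried 59.9% of the residual sum of squares, and without it 101 miRNAs passed, 97 of them among the 100 of the 6 libraries. That fit had a total of 86.9 degrees of freedom after moderation, against 14.3 in the main fit, and a median SE of 0.060 against 0.072. The counts of 101 and 11 are therefore not like for like either. Both fits with about 100 calls use the same treated and vehicle libraries, so the 97 shared miRNAs are not independent evidence. Leaving out vehicle replicate 1, vehicle replicate 2, treated replicate 1 or treated replicate 2 left 0 calls, and leaving out vehicle replicate 3 or treated replicate 3 left 6. Quantile normalisation left 1 call. Against untreated cells in place of vehicle 0 miRNAs passed limma's test and 76 had an unadjusted p under 0.05. Between vehicle and untreated cells 0 passed and 48 had an unadjusted p under 0.05.

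The miRNAs of the 4 hormones were then compared with each other. Over all hormones 0 miRNAs passed limma's adjusted threshold in more than 1 experiment. That was nearly fixed in advance, since 0 passed for progesterone and 0 for prolactin. For estradiol and oxytocin, independent lists would share 0.019 miRNAs that rose and 0.0072 that fell. At an unadjusted p under 0.05, 12 miRNAs appeared for 2 hormones, 7 with the same sign and 5 with opposite signs. miR-27a-5p was positive for estradiol and progesterone, miR-92b-3p for estradiol and prolactin, and miR-21-5p for progesterone and oxytocin, whereas miR-92a-3p stood at 0.19 for estradiol and -0.23 for oxytocin. None appeared for 3. The largest overlap, of estradiol and oxytocin, held 4 miRNAs with positive changes, miR-101-3p, miR-135a-5p, miR-16-2-3p and miR-190b-5p, against 2.07 for independent lists (Fisher's exact test, one-sided, p = 0.142, adjusted p = 1 over 12 comparisons), and 0 with negative changes, against 2.43. The same 2 hormones also had 4 miRNAs with opposite signs, miR-92a-3p among them. miR-135a-5p and miR-190b-5p passed the adjusted threshold for oxytocin, and the difference of their changes between the hormones was not tested.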

Values the study reported

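The study reported that estradiol regulated 38 miRNAs, progesterone 4, prolactin 24 and oxytocin 66 in these cells. For progesterone it described 4 miRNAs as significant at P ≤ 0.05, although 179 had a log2 fold change above 1.5. It found no miRNA regulated by all of the hormones. After oxytocin it described miR-148a, miR-26a, miR-141-3p and miR-200a-3p as higher and miR-320a-3p and its relatives as lower, and after prolactin miR-16-5p as lower. Whether P was adjusted is not clear from the text.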

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

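For the hormone comparisons, leaving out untreated libraries, the GC corrections, the 6-library fit without the block and the lists in 6 libraries were chosen after the data were seen. The other alternatives, with all those of the vehicle comparisons, were chosen before. Causes were not tested unless stated.

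After estradiol, 2 miRNAs passed. The count was 14 with no replicate block, which the simulations show to raise false calls, 1 in the treated and vehicle libraries alone, 1 with no minimum level, 0 with quantile normalisation, 1 against untreated cells, 6 against the pooled reference, 12 with the GC correction in 6 libraries, 11 in 6 libraries with no block and 45 at an unadjusted p under 0.05. Leaving out each library in turn gave 0 (vehicle replicate 1) to 8 (vehicle replicate 2), with the other libraries named in the report. For its vehicle against untreated cells, 1 miRNA passed, 0 did with no replicate block, no minimum level or quantile normalisation, 7 did unadjusted, and leaving out a library gave 0 (untreated replicate 1 or 2) to 2 (untreated or vehicle replicate 3).

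After progesterone 0 passed, with 4 under the GC correction in 6 libraries, 5 unadjusted and 0 to 2 when a library was left out (2 without treated replicate 1, 1 without untreated replicate 3). For its vehicle 4 passed with no replicate block and 35 unadjusted. After prolactin 0 passed in every alternative except the unadjusted threshold, with 10, and 27 for its vehicle.

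After oxytocin 11 passed. The count was 62 with no replicate block (28 rose, 34 fell), 100 in the treated and vehicle libraries alone, 5 with no minimum level, 18 at a mean of at least 100, where fewer miRNAs are tested, 1 with quantile normalisation, 0 against untreated cells, 20 against the pooled reference, 69 with the GC correction in 6 libraries, 90 in 6 libraries with no block and 83 unadjusted. Leaving out a library gave 0 (vehicle replicate 1 or 2, treated replicate 1 or 2) to 101 (untreated replicate 1). Leaving out a treated or vehicle library gave at most 6. For its vehicle the count was 48 unadjusted and 0 to 1 when a library was left out, with 1 without untreated replicate 1 or 2.

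With an estimated correlation 0 lists were called for any hormone, against 4 for estradiol, 1 for prolactin and 3 for oxytocin with the preset one. With a mean of at least 100, 0 were called for estradiol and 0 for oxytocin. Under quantile normalisation the median change of the miR-17/92 list went from 0.10 to 0.058, that of let-7 from 0.28 to 0.12, that of miR-148 and miR-152 from 0.19 to 0.10 and that of miR-320 from -0.22 to -0.15, and those of the other 4 called lists moved by less than 1.5 times. At an unadjusted p under 0.05, 12 miRNAs appeared for 2 hormones. Leaving out the block also moved the counts at an unadjusted p under 0.05, to 84 for estradiol, 33 for progesterone, 25 for prolactin and 130 for oxytocin, and moved no other count past the adjusted threshold by more than 1.5 times.

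Of the miRNAs named for their p or by the study, signs turned against untreated cells for miR-574-5p (-0.019), miR-92b-3p (-0.12), miR-193b-3p (0.080), miR-16-5p (0.22, and 0.037 against the pooled reference), miR-125b-5p (0.060) and let-7d-5p (-0.30) after prolactin. After oxytocin they turned for let-7f-5p (-0.029), miR-141-5p (-0.0014), miR-148a-3p (-0.019) and miR-320a-3p (0.013). Of those named only for a high mean, signs turned for let-7a-5p after estradiol (-0.049) and oxytocin (-0.039) and miR-191-5p after estradiol (-0.014). They also turned for miR-148a-3p (-0.046) and miR-423-5p (-0.20) after progesterone and miR-423-5p (-0.22) after prolactin. Of the let-7 family, 5 of 9 members were positive between prolactin and untreated cells. The untreated reference of the prolactin experiment includes untreated replicate 1, which carried 84.5% of the residual sum of squares, so signs against it rest in part on that library. miR-125b-5p after prolactin ranged from -0.24 to 0.014 when a library was left out, being positive without vehicle or treated replicate 2. Of the values of named miRNAs past the threshold, 28 of 40 for estradiol and 131 of 219 for oxytocin stayed past it with the same sign, and the other 12 and 88 kept the sign or stood at 0 but did not pass.

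In the estradiol and oxytocin experiments the most abundant miRNAs kept their ranks, so quantile normalisation holds miR-26a-5p, miR-148a-3p and miR-21-5p at 0 there by construction. The alternatives with other pseudocounts were not run, because the values are already logarithms. Depth sets the precision of low miRNAs, and without counts its effect cannot be given.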

Other observations

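The tests of depth and of a label swap for the prolactin library, the test of GC content as the whole cause of the oxytocin calls, and all counts over splits of the libraries were chosen after the result was seen. The other tests were set before their own results were seen, although the GC correction that some of them use was added after the data were seen.

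Some lists from the literature hold miRNAs reported to go both ways, so a test for 1 direction says little about them and counts are given. Of the oestrogen-responsive miRNAs, 5 of 13 had a positive change after estradiol. By limma 0 passed over all miRNAs tested, against 2 of the 449 of any kind, and 2 fell adjusted over the list alone. At an unadjusted p under 0.05 there were 45 of any kind. The study reported that some miRNAs already known to respond to oestrogen also changed with estradiol in these samples. Where the list holds them, the count adjusted over the list alone is not independent evidence. The p53-induced miRNAs, which include members of the miR-34 and miR-192 families, had 5 of 5 tested members positive after oxytocin, with a median of 0.18 and an adjusted p of 0.0778 by camera, and were not called. The ESR1-targeting miRNAs had 1 of 4 members positive after prolactin, with a median of -0.19 and an adjusted p of 0.236. The oxytocin-responsive miRNAs had 2 of 5 members positive after oxytocin, miR-148a-3p and miR-26a-5p, and the 3 miR-320 members negative. By limma 0 passed over all miRNAs tested, against 11 of the 426 of any kind, and 83 of any kind had an unadjusted p under 0.05. Adjusted over the list alone 1 rose and 3 fell, which is not independent evidence because the study named all 5 on these samples. The lactogenic-hormone-responsive miRNAs had 5 of 7 members positive after prolactin. Entries that overlap other RNA classes held miR-1291, which lies in an intron of KANSL2 and differed by 0.46 ± 0.147 after estradiol (adjusted p 0.177), in 3 of 3 pairs, but by -0.22 against untreated cells.

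Counts at the unadjusted threshold can be set beside those quoted from the study, with the reservation that its adjustment is unclear. After prolactin 10 miRNAs had an unadjusted p under 0.05. That is lower than the value quoted from the study above. The direction rests on untreated replicate 1, since 45 miRNAs had an unadjusted p under 0.05 without it and 32 in the 6 treated and vehicle libraries alone, both higher than that value. The counts of 45 after estradiol, 5 after progesterone and 83 after oxytocin were each higher than the values quoted. Without untreated replicate 1 they were 48, 7 and 138, and in the 6 treated and vehicle libraries alone 42, 12 and 136, so how much higher depends on the fit. Without any effect, a share of about 0.05 of the miRNAs tested would have such a p. In the main fit the 5 of 399 after progesterone and the 10 of 365 after prolactin lie below that share. The 45 of 449 after estradiol and the 83 of 426 after oxytocin lie above it. A count higher than the study's is thus no sign of a response to progesterone. Between vehicle and untreated cells 7 of 449 had such a p for estradiol and 35 of 399 for progesterone. For prolactin it was 27 of 365 and for oxytocin 48 of 426. All but that of the estradiol vehicle lie above the share of 0.05, so counts above it also arose without a hormone. After progesterone 0 of 399 miRNAs tested by limma had a log2 change beyond 1.5 in size, and 5 had an unadjusted p under 0.05. That number of large changes is lower than the value quoted from the study above, but the measures are unlike, since low miRNAs were left out here and the values used look shrunken towards 0.

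In untreated replicate 1 of the prolactin experiment, 27 miRNAs stood more than 2 log2 units above the level fitted from the other libraries and 1 stood as far below, with miR-296-3p at 5.81, miR-378c at 5.80 and miR-320a-3p at 5.70 above and miR-130a-3p at -2.02. Low depth stays open. The deviations of the third of miRNAs with the lowest mean were 0.994 times those of the third with the highest, but that ratio had a median of 0.867 over the 36 libraries, as a pull of low miRNAs towards 0 would give at any depth, so it decides nothing. The root mean square deviation of the third of miRNAs with the highest mean was 1.31 log2 units, against 0.329 to 0.739 in the other 8 libraries. The deviation was thus not confined to low miRNAs, which argues against noise of low miRNAs as its whole cause, while the depth itself is unknown. A bias along the GC content as measured here is argued against, since the library held 84.5% of the residual after a linear GC correction. A swap within the experiment is argued against, since the highest share among the other 8 libraries was 28.0%. A swap with a sample from outside, or a difference in RNA handling, also stays open, and no biological explanation was tested.

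Changes after oxytocin were lower at higher GC content in each pair of libraries, and the rho closest to 0 of the 3 was -0.2586, so the trend was not carried by 1 pair. Between oxytocin and untreated cells rho was -0.33. Between vehicle and untreated cells rho was 0.0232 in this experiment, but -0.33 in the progesterone and -0.26 in the prolactin experiment, so trends of this size arose without a hormone. In the prolactin and oxytocin experiments the untreated mean includes untreated replicate 1, so those values rest in part on that library. After the correction 8 of the 11 miRNAs passed, which argues against a trend in the GC content as measured here as the whole cause. The GC content of the mature sequences alone was not tested. miR-99b-5p went from -0.26 ± 0.058 to -0.19 ± 0.058 and miR-21-5p from 0.27 ± 0.062 to 0.25 ± 0.066. miR-148b-3p went from 0.32 ± 0.073 to 0.28 ± 0.070. These 3 no longer passed: each change was smaller, and the SE of miR-21-5p also larger. An effect of oxytocin and a part played by GC content both stay open.

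If whole hairpins respond, both arms should change alike, and after oxytocin the 5p and 3p changes of 86 hairpins had a Pearson r of 0.422 (Spearman rho 0.448, permutation p = 8.0e-05, adjusted p = 0.00096 over 12 relations). After the GC correction r was 0.376 (permutation p = 0.00030, adjusted p = 0.0018), which argues against a shared trend in the measured GC content as its whole cause. It was also 0.352 after progesterone, with 0 calls by limma and 5 miRNAs at an unadjusted p under 0.05, and 0.368 between its vehicle and untreated cells, so it is not particular to a hormone that changed miRNAs, and it was 0.124 after estradiol and -0.155 after prolactin. Hairpins are not independent replicates, and a change of whole hairpins may reflect a response of their transcripts or a difference between cultures.

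For each comparison the 6 libraries can be parted in 10 ways, and 10 splits are too few for a share under 0.05. Many of the other splits part only 1 replicate pair, whereas the real grouping parts all 3. With the block such splits hold less information, so their low counts, also for oxytocin, are in part fixed by the design. As many miRNAs as in the real grouping came from 2 of 10 for estradiol (2 real, 2 highest other), 10 for progesterone (0 and 0), 10 for prolactin (0 and 0) and 1 for oxytocin (11 and 0), and in the 6 libraries alone from 4 for estradiol (1 and 4), 10 for progesterone (0 and 1), 10 for prolactin (0 and 37) and 1 for oxytocin (100 and 0). For vehicle against untreated cells the numbers were 2 for estradiol (1 and 2), and 10 for progesterone, prolactin and oxytocin (0 and 0 in each). For lists they were 1 for estradiol (4 and 2), 10 for progesterone (0 and 2), 8 for prolactin (1 and 3) and 2 for oxytocin (3 and 4). By limma the real grouping of the 6 prolactin libraries called 0, with 32 at an unadjusted p under 0.05. The splits that called 37 part 1 pair only, that of replicate 1, so with the block their contrast rests on those libraries, and the others that part all 3 pairs called 0.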
